A study of Mus musculus with 12 samples. Its data were reported in "In Vitro Organoid-Based Assays Reveal SMAD4 Tumor-Suppressive Mechanisms for Serrated Colorectal Cancer Invasion" (2023).

How the data were processed

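RNA-Seq was analysed from 12 libraries of mouse intestinal tumor organoids. Organoids are cell clusters grown from tissue in culture, and these were derived from serrated tumors of mice that lost SMAD4 in the intestinal epithelium and carried an activated BRAF allele. SMAD4 is the shared transcription factor of the TGFβ and BMP pathways. The organoids carried pINDUCER-SMAD4, a lentiviral construct that expresses SMAD4 when doxycycline (dox) is present. Organoids were treated for 48 h with 4 µg/mL dox or left untreated, and were grown either in BME, a basement membrane extract that supports 3D growth, or directly on tissue culture plastic.

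Groups were taken from the sample labels. In BME there were 3 untreated libraries (organoid lines 682, 700 and 889), 2 dox libraries (lines 700 and 889) and 1 library of line 682 whose treatment label reads dox with the word mock. The labels conflict for this library, since its title and genotype read as those of an induced library. The study's methods name a mock plasmid used in place of the SMAD4 construct, and whether this library carried it is not stated in the labels. On plastic there were 3 untreated and 3 dox libraries (lines 560, 700 and 889). A line number names organoids of 1 animal, so the untreated and dox libraries of a line were treated as a pair.

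Per the study's methods, the authors quantified reads with kallisto and compared groups with DESeq2. Software versions, the genome build and the transcript annotation are not stated. The FPKM values were deposited as 1 table per environment, each normalized by the authors on its own 6 libraries, so levels were never tested across the tables and only the dox change was compared between environments. FPKM is the number of fragments per kilobase of transcript, scaled to the total of the library, and it corrects for length and depth but not for a different composition of the RNA. The authors' deposited comparison tables give a mean normalized count (a signal across libraries), a log2 fold change with its standard error, a Wald score, a p-value and an adjusted p-value for dox against no dox. The arms of these tables were checked by recomputing the fold changes from the FPKM of 10408 genes in BME. The median absolute difference (log2) from the authors' deposited table was 0.000375 when the mock library was counted with the untreated libraries, 0.0440 when it was left out and 0.122 when it was counted with dox. The mock library was therefore kept in the control arm, as the study counts it, giving 2 dox and 4 control libraries in BME.

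The deposited values are not counts. For low values the steps between possible FPKM values of a gene gave each library's relative depth, and 89.0% to 91.1% of low values per library came out as whole reads. Rebuilt totals were 14529702 to 16338822 reads per library in BME and 17011785 to 21056941 on plastic. These reads were used to describe depth, to show how many reads lay behind called genes, and for 1 added alternative (limma-voom). They also set a minimum of 100 reads in a check of the mock library in the closing section.

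Each table lists 24906 genes. Genes with a mean FPKM of at least 0.5 over the 6 libraries were tested, which left 12996 in BME and 12333 on plastic. Values were analysed as log2(FPKM + 1), so every change given below is on this scale and understates the change of low genes. Dox and control libraries were compared with limma 3.58.1 (lmFit, then eBayes with trend, two-sided) in R 4.3.3 without a block, as the study states none. p-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and an absolute change over 1. The difference between environments was tested as the interaction of dox with environment over 11977 genes kept in both tables, with a term for the environment.

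Gene lists were tested with preranked GSEA (fgsea 1.28.0, 10000 gene permutations, fixed seed) on signal-to-noise of FPKM, with the SD of each arm held at or above 0.2 of its mean, and p-values were adjusted over 6 lists in both environments. The lists were written by hand from general knowledge: TGFβ response (54 genes), MYC targets (58), G1/S genes (43), G2/M genes (54), WNT targets (29) and extracellular matrix (155). Of these, 50, 58, 43, 54, 25 and 54 genes were tested in BME and 50, 58, 43, 54, 26 and 53 on plastic. The lists overlapped little, by at most 3 genes between any 2 of the 6. The 11 cell cycle genes plotted by the study were also tested alone. Of these, 6 are in the G2/M list, 1 in the G1/S list and 1 in the MYC list. Positive enrichment scores (NES) mean higher expression with dox. A gene permutation p does not include the variation between libraries, so camera with a preset correlation of 0.01, camera with an estimated correlation, and fry were run beside it.

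The genes named in the report were chosen by a rule. For each environment these are the 5 largest rises and 5 largest falls among genes past both thresholds and changed the same way in every pair of untreated and dox libraries of a line. Fewer than 10 genes passed in the limma fit, so the rule took genes past both thresholds in the authors' deposited table that were also kept by the FPKM filter. Smad4, Smad7, Skil, Pmepa1, Id1, Axin2, Lgr5, Myc and the 11 cell cycle genes were added. A further gene fixed with these is not reported here. Gene positions are from the GENCODE annotation of the mouse NCBIM37 assembly (release M1), matched by symbol, and may differ from the annotation the authors quantified against. Ly6m, D17Ertd648e and LOC100041034 had no match there.

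The pairing was checked by correlating, across genes, the deviations of the untreated and dox libraries of a line from their arm means. These correlations were 0.612 and 0.660 for lines 700 and 889 in BME and 0.461, 0.612 and 0.247 for lines 560, 700 and 889 on plastic. A fit with the line as a block was run as an alternative.

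The procedure was tested on simulated data made from the real gene means and spread, with 200 changed genes among the 12996 tested in BME and the 12333 tested on plastic, 50 at each size. In the BME design, 30%, 76%, 92% and 100% of genes changed by 1, 2, 3 and 4 (log2) were called, with 6 false calls. In the plastic design the shares were 4%, 82%, 96% and 100%, with 5 false calls. An earlier form of this test used a larger fixed change and a smaller spread and recovered more genes. It was replaced by the present form because it was too lenient. A G2/M list lowered by 1 was found in both designs and none of the other 5 lists passed. Each gene was drawn independently of the others and without a line effect. The simulation therefore cannot show how often lists whose genes vary together pass by mistake. The changed genes were drawn from those with a mean log2(FPKM + 1) over 2, so the shares do not cover lower genes.

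The comparisons, tests, gene lists, main alternatives and naming rule were fixed before the data were examined. Alternatives were another pseudocount (0.1), other filters, quantile normalization, eBayes without trend, the line as a block, other rankings and set tests, the untreated libraries alone as the BME control, lines 700 and 889 alone, and leaving out each library in turn. In BME the calls, lists and cell cycle genes were refitted only without each of the 4 control libraries, since leaving out a dox library leaves 1 in that arm. limma-voom on the rebuilt reads, the mock library counted with dox, unadjusted p-values in the deposited tables, a further gene set for the mock library, leaving out libraries for the 11 cell cycle genes, and a list of 26 stress response genes were added after the data had been seen. camera with an estimated correlation and fry with the line as a block were also added then. In the checks of the mock library, 3 definitions were changed after a first result had been seen, and the first results are given in the closing section beside the later ones. These are the genes used to look for RNA of an induced library, the pairs in which the stress list was tested, and the measure of line identity. Trends with transcript length and GC content were removed in the checks of the closing section, where 84.5% of genes kept in both tables had a value. ChIP-Seq data were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for summaries and plots.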

Results

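Gene expression was measured by RNA-Seq in 12 libraries of Smad4-deficient, BRAF-mutant mouse tumor organoids carrying a dox-inducible SMAD4 construct. Of these, 6 libraries came from organoids in BME (3 untreated, 2 dox and 1 labelled mock dox) and 6 from organoids on plastic (3 untreated and 3 dox). The deposited FPKM values correspond to 14529702 to 16338822 rebuilt reads per library in BME and 17011785 to 21056941 on plastic. Between 15723 and 16805 genes were above 0 in a library. The comparisons ask which genes respond when SMAD4 is put back, and whether that response depends on the extracellular matrix.

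The level of Smad4 was examined first, since it is the gene that dox was meant to induce. Smad4 lies on chromosome 18 from 73798663 to 73863434 (NCBIM37). Whether the construct holds mouse or human cDNA, and what part of its reads was assigned to mouse Smad4, was not established here, so these values measure the construct only as far as its reads were assigned to that gene. In BME, Smad4 measured 22.3 ± 7.09 FPKM (SD, n = 2) with dox and 7.98 ± 1.93 FPKM (SD, n = 4) in the control arm. It rose from 6.53 to 17.2 FPKM in line 700 and from 6.23 to 27.3 FPKM in line 889. In line 682 it was 8.88 FPKM untreated and 10.3 FPKM in the mock library. On plastic, Smad4 measured 46.9 ± 27.8 FPKM (SD, n = 3) with dox and 3.09 ± 1.61 FPKM (SD, n = 3) without, and rose in 3 of 3 lines. An exact permutation test, two-sided, gave p = 0.1 on plastic, the smallest p that 3 against 3 libraries allow. In BME the same exact test gave p = 0.133, again the smallest p that 2 against 4 libraries allow. Both dox libraries lay above all 4 control libraries there. The limma changes were 1.36 (SE 0.27, adjusted p 0.959) in BME and 3.42 (SE 0.55, adjusted p 0.162) on plastic. Neither passed over all genes tested, and among the alternatives run for Smad4 the plastic change passed only without the dox library of line 700, at 3.98 (limma adjusted p 0.0267; range over the alternatives 0.0267 to 0.655). In the authors' deposited table the log2 fold change of Smad4 was 1.48 (adjusted p 0.0123) in BME and 3.92 (adjusted p 3.49e-08) on plastic. The rise was 2.05 larger on plastic than in BME (SE 0.68), which did not pass as an interaction (limma adjusted p 1).

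**Figure D1:**
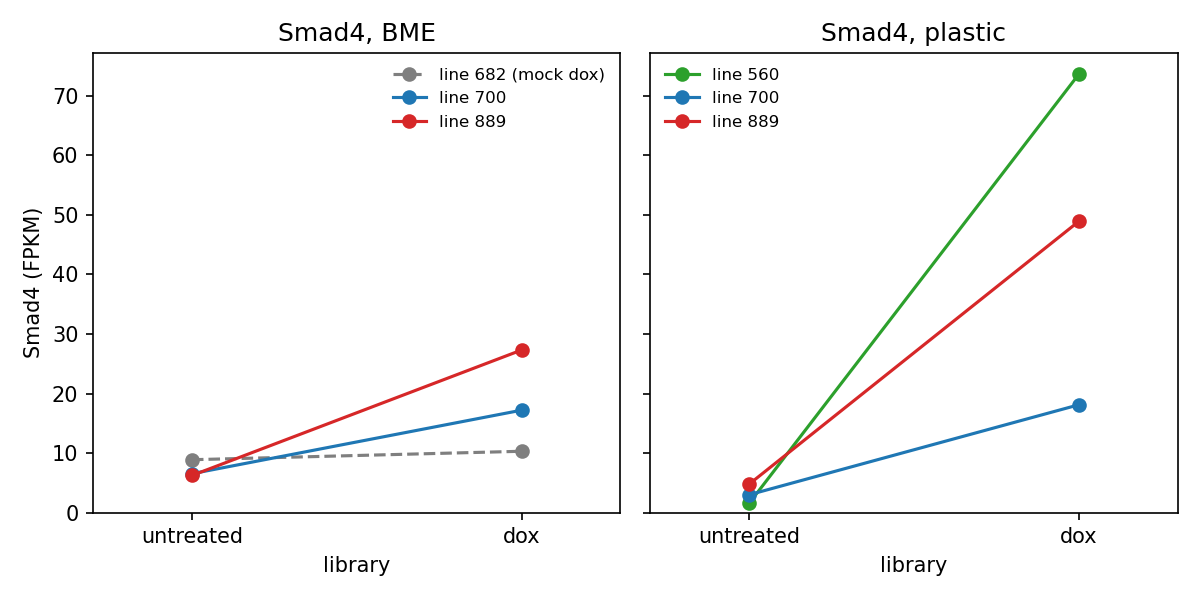
Smad4 in each library (vertical axis, FPKM) without and with dox (horizontal axis), in BME and on plastic; each line joins the libraries of 1 organoid line, and the dashed line is the mock library. Dox libraries lie between 17.2 and 73.6 FPKM, and the mock library at 10.3 FPKM.

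In BME, limma called 3 genes with dox against the 4 control libraries, all higher, among 12996 tested. At an unadjusted p under 0.05 and the same minimum change, 124 genes passed. The 3 called genes were named after their values were seen. Hist2h3c1 was at 4.80 and 3.96 FPKM in the dox libraries of lines 700 and 889 and was listed at 0 in the other 4, from 32 rebuilt reads in each dox library. As a member of a family of near-identical histone genes, its reads are uncertain. The other calls, Mir466k and Mir6345, each rested on 1 rebuilt read per dox library and 0 elsewhere. With the line as a block, 0 genes were called and 157 passed at an unadjusted p. Changes that the mock library shared with the dox lines (closing section) counted as spread in that fit. With a pseudocount of 0.1 the count was 1, a lower gene and none of the 3. Leaving out any 1 of the 4 control libraries also gave 0 calls, with 75 to 268 genes at an unadjusted p. The alternative that moved the count most was the authors' deposited table, which holds 30 genes past the same thresholds, 24 higher and 6 lower. Of these 30 genes, 1 was among the 3 called by limma.

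The genes named by the rule in BME therefore came from that deposited comparison. Id3 (chromosome 4, 135699412 to 135701670) rose from 0.754 ± 0.848 FPKM (SD, n = 4) to 26.8 ± 5.74 FPKM (SD, n = 2), a change of 4.09 (SE 0.43, limma adjusted p 0.157). Its level in the mock library was 0.333 FPKM. Ldhd (chromosome 8, 114147685 to 114154274) rose from 26.3 ± 15.9 FPKM (SD, n = 4) to 244 ± 165 FPKM (SD, n = 2), a change of 3.16 (SE 0.62, limma adjusted p 0.959). Ldhd also rose in the mock pair, from 12.7 to 48.3 FPKM. Apoc2 (chromosome 7, 20256928 to 20266772) changed by 2.83 (SE 0.60, limma adjusted p 0.959). Pmp22 and Pck1 met the rule mainly through line 889. Pmp22 (chromosome 11, 62942484 to 62973049) was at 229 FPKM in dox line 889 and 1.67 FPKM in dox line 700, and its change of 4.25 was 1.04 without dox line 889. Pck1 (chromosome 2, 172978549 to 172984774) was at 198 FPKM in dox line 889 and 0.0588 FPKM in dox line 700, so its change of 3.73 rests on 1 library, without which its mean fell under the FPKM filter. The falls were smaller. Edn1 (chromosome 13, 42396639 to 42403358) fell from 31.8 ± 15.7 FPKM (SD, n = 4) to 8.20 ± 3.06 FPKM (SD, n = 2), a change of -1.77 (SE 0.41, limma adjusted p 0.959), and also fell in the mock pair. Changes of 1810046K07Rik, Mcf2l, Gm10052 and Neurl1b were -1.53, -1.14, -1.04 and -0.98. Gm10052 is annotated as a pseudogene, so its reads may be shared with its parent gene. None of these 10 genes passed in limma over all genes tested.

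Of the 30 genes in the authors' deposited table for BME, 12 changed by over 1 in both dox lines, 14 in line 889 alone, 2 in line 700 alone and 2 in neither. Of the 30, 18 were also past both thresholds in the authors' deposited table for plastic, each in the same direction.

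On plastic, limma called 4 genes among 12333 tested, 3 higher and 1 lower. At an unadjusted p under 0.05 with the same minimum change, 449 genes passed. Fcer2a (chromosome 8, 3681737 to 3694174) rose from 0.818 ± 0.824 FPKM to 294 ± 133 FPKM (SD, n = 3 each), a change of 7.33 (SE 0.46, limma adjusted p 0.0105). Ly6m rose from 1.81 ± 0.555 FPKM to 403 ± 240 FPKM (SD, n = 3 each), a change of 7.02 (SE 0.43, limma adjusted p 0.0105). Pax9 (chromosome 12, 57792754 to 57813809), named after its values were seen, changed by 3.13 (SE 0.27, limma adjusted p 0.0393). The gene 2210011C24Rik (chromosome 8, 86534129 to 86535341) fell from 26.3 ± 1.74 FPKM to 3.01 ± 0.895 FPKM (SD, n = 3 each), a change of -2.79 (SE 0.22, limma adjusted p 0.0336). Each of the 4 moved the same way in 3 of 3 lines. With the line as a block, 7 genes were called (6 higher, 1 lower), 3 of them among these 4. The balance of directions changed with a pseudocount of 0.1 (5 higher, 5 lower) and in limma-voom (3 higher, 7 lower). Of the 7 lower genes in limma-voom, 4 have identical FPKM in each library, so they are not separate changes. The authors' deposited table holds 356 genes past the same thresholds, 251 higher and 105 lower, and includes all 4. The count also depended on single libraries. Without dox line 700 it was 55, and without dox line 889 it was 2. Without dox line 560 or any 1 of the 3 untreated libraries it was 0, with 364 to 623 genes at an unadjusted p. Without the filter on low values it was also 0, with 383 at an unadjusted p.

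The other genes named by the rule on plastic did not pass in limma with all libraries. Without dox line 700, Pcp4 (9.89), Sele (7.14) and Pmp22 (7.03) passed (limma adjusted p 0.00932, 0.00932 and 0.0407). Pcp4 (chromosome 16, 96689213 to 96747400) was at 1240, 38.6 and 2808 FPKM in dox lines 560, 700 and 889 and at most 3.19 FPKM untreated, a change of 8.04 (SE 1.53, limma adjusted p 0.233). Sele and Pmp22 changed by 5.71 and 5.25. Sprr1a (chromosome 3, 92287877 to 92289816) fell from 5286 ± 1222 FPKM to 952 ± 649 FPKM (SD, n = 3 each), a change of -2.87 (SE 0.75, limma adjusted p 0.412). Falls of Ly6a, D17Ertd648e and LOC100041034 were -2.44, -2.77 and -2.45. Both of the last were listed at 0 in dox lines 560 and 700.

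**Figure D2:**
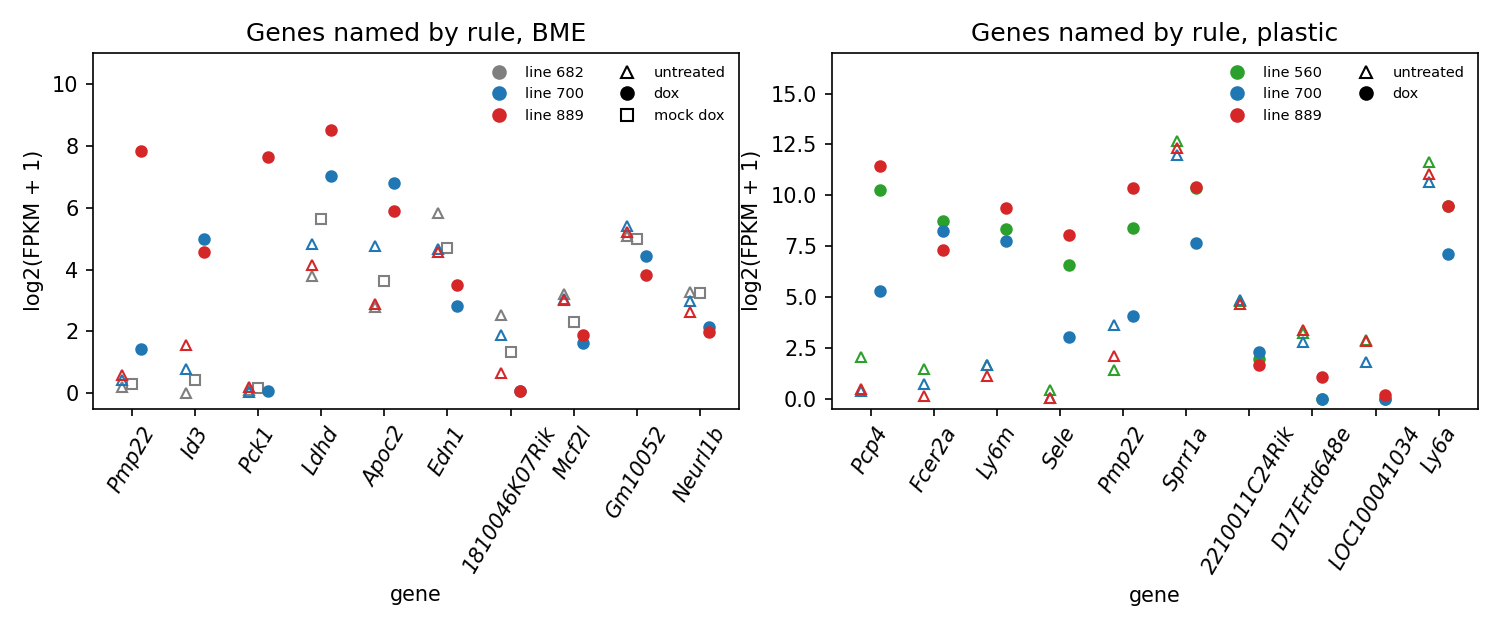
Genes named by the rule, as log2(FPKM + 1) (vertical axis) per gene (horizontal axis), in BME and on plastic; each symbol is 1 library, coloured by organoid line, with open triangles for untreated, filled circles for dox and open squares for the mock library. In BME, Pck1 is raised in dox line 889 alone (198 FPKM), while Id3 is raised in both dox lines.

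Genes fixed beforehand as readouts of TGFβ, BMP and WNT signaling were compared next. Id1 changed by 2.73 (SE 0.40, limma adjusted p 0.595) in BME and 2.39 (SE 0.70, limma adjusted p 0.485) on plastic, and rose in all 5 dox pairs. In the mock pair it went from 8.94 to 6.24 FPKM. Smad7 changed by 0.41 in BME and 1.16 on plastic. Pmepa1 changed by 0.86 and 0.82, and Skil by -0.02 and 0.91. Within the BME pairs, Pmepa1 changed by 0.07 in line 700 and by 1.34 in line 889. Lgr5 fell by 1.73 and 1.25 (log2) in lines 700 and 889 in BME. In the mock pair it also fell, from 48.1 to 15.7 FPKM. On plastic Lgr5 changed by 0.17. Untreated lines 700 and 889 were at only 0.374 and 0.23 FPKM there, too low to show a fall. Line 560 was at 15.1 FPKM untreated and 15.2 FPKM with dox. Axin2 changed by -0.24 and -0.42, and Myc by -0.25 and -0.29. Of these 7 genes, none passed in limma in either environment (adjusted p from 0.485 to 0.995). In the authors' deposited table Id1 was past both thresholds in BME (log2 fold change 2.90, adjusted p 8.69e-07) and on plastic (2.68, adjusted p 0.00861).

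Gene lists were tested to ask whether pathways moved together. In BME the TGFβ list was higher with dox (NES 1.91, adjusted p 0.00215 by gene permutation), while the MYC (-1.67, 0.00513), G1/S (-2.50, 0.00044), G2/M (-2.44, 0.00044) and WNT (-1.77, 0.00579) lists were lower. The extracellular matrix list did not pass (1.28, 0.113), and reversed to -1.35 without untreated line 889, while without untreated line 700 it passed at 1.63 (adjusted p 0.0106). Without untreated line 889 the WNT list no longer passed (-1.51, adjusted p 0.059). On plastic the TGFβ list was higher (NES 2.12, adjusted p 0.00044 by gene permutation), and the MYC (-2.52), G1/S (-2.75) and G2/M (-3.13) lists were lower at the same adjusted p, which is close to the smallest that 10000 permutations can give. The WNT list (0.55, adjusted p 0.983) and the matrix list (1.37, adjusted p 0.0736) did not pass, the latter rising to 1.63 (adjusted p 0.013) with the line as a block. The matrix list also passed without dox line 889 (1.44) or untreated line 889 (1.45). The WNT list turned negative without dox line 560 (-1.18) or untreated line 700 (-0.72), and passed without untreated line 560 (1.51, adjusted p 0.0461). The 9 calls made by gene permutation also passed in camera with a preset correlation. The alternative that moved these calls most, except for the MYC list in BME, was camera with an estimated correlation. None of the 12 comparisons passed there (lowest adjusted p 0.246), and 1 did at an unadjusted p, the MYC list on plastic. None passed with fry, which takes the variation between libraries into account, and 1 did at an unadjusted p, again the MYC list on plastic (adjusted p 0.0557). In fry with the line as a block none passed (lowest adjusted p 0.161), and 3 did at an unadjusted p, the TGFβ list in BME (0.0384) and the MYC (0.0191) and G1/S (0.0497) lists on plastic.

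The mean change of each list per line showed how far single lines carried these results. In BME the G2/M list changed by -0.90 in line 700 and -0.08 in line 889, with 52 of 54 and 34 of 54 genes lower, and by 0.04 in the mock pair. The G1/S list changed by -0.68, -0.04 and -0.26 in the same order. The MYC list changed by -0.31, 0.05 and -0.19, with 52, 34 and 47 of 58 genes lower. Its mean over the 2 dox lines was -0.13 ± 0.25 (SD, n = 2), so line 889 did not follow the call by its mean. The mean over the 2 dox lines was -0.49 ± 0.58 (SD, n = 2) for G2/M, so the change was smaller than the spread between lines. On plastic the G2/M list changed by -0.28, -0.96 and -1.14 in lines 560, 700 and 889, a mean of -0.79 ± 0.45 (SD, n = 3). The TGFβ list changed by a mean of 0.20 and 0.19 in BME lines 700 and 889, but by a median of 0.04 and 0.07, with 26 of 50 and 33 of 50 genes higher. In the mock pair its mean was 0.04 and its median 0.03, with 27 of 50 genes higher. On plastic its mean was 0.75, 0.29 and 0.52 and its median 0.63, 0.25 and 0.27 in lines 560, 700 and 889, with 42, 32 and 33 of 50 genes higher.

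**Figure D3:**
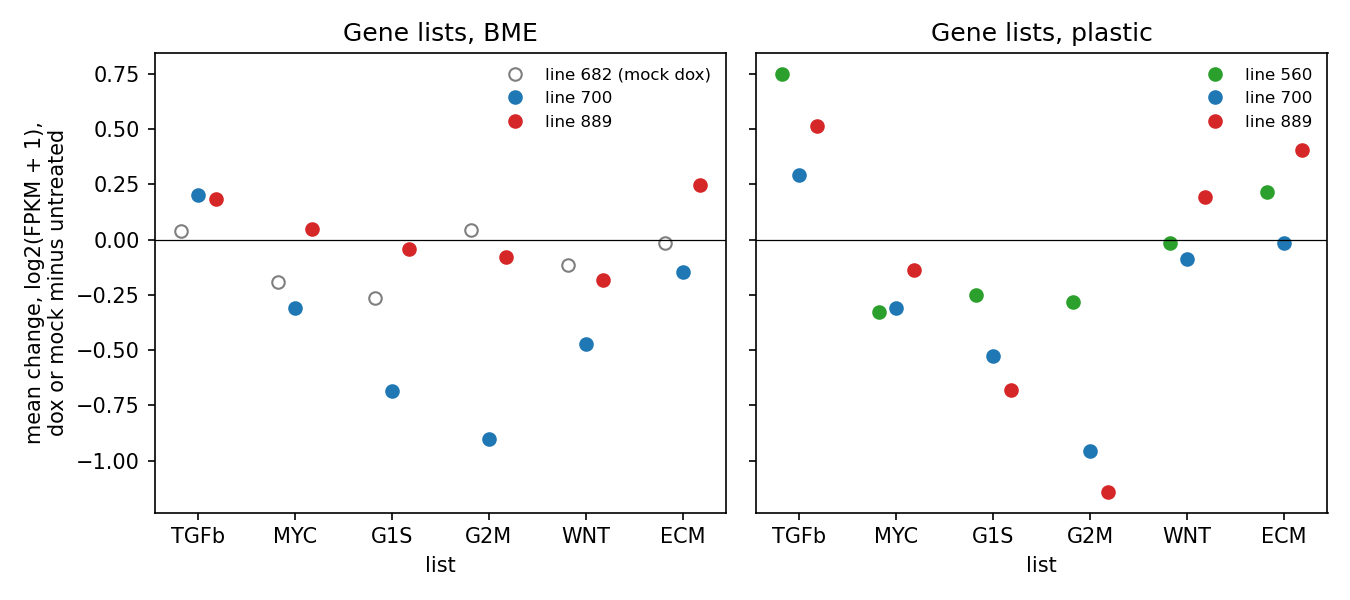
Mean change of each gene list (vertical axis, log2(FPKM + 1), dox or mock minus untreated) for each list (horizontal axis), in BME and on plastic; each point is 1 organoid line and open points are the mock pair. The G2/M list lies at -0.90 in line 700 and -0.08 in line 889 in BME, and below 0 in all 3 lines on plastic.

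The 11 cell cycle genes plotted by the study were chosen on these plastic libraries, so their test there is not independent evidence. On plastic all 11 were lower with dox in 3 of 3 lines, with limma changes from -1.80 for Ccnd2 to -1.03 for Mcm5. Adjusted over the list alone, 9 of 11 passed (lowest limma adjusted p 0.00636), and over all genes tested 0 of 11 did (9 at an unadjusted p). In the authors' deposited table for plastic, 3 of the 11 were past both thresholds, Cks1b (log2 fold change -1.28, adjusted p 0.000328), Ccnd2 (-1.89, 0.00768) and Dusp1 (-1.84, 0.0123). In BME 9 of 11 were lower, and 0 of 11 passed adjusted over the list alone or over all genes, with 0 at an unadjusted p. In the fit with the line as a block, 11 of 11 passed on plastic over the list alone and 0 over all genes (11 at an unadjusted p). In BME the same fit had 11 of 11 lower, with 0 passing over the list alone or over all genes and 2 at an unadjusted p. Ccnb1 illustrates the spread between lines, at 30.8 FPKM untreated and 8.45 FPKM with dox in line 700, and changed by -0.01 in line 889. Over the list alone, 1 of 11 passed on plastic without dox line 700 or untreated line 889, 2 without dox line 889 and 3 without untreated line 560.

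**Figure D4:**
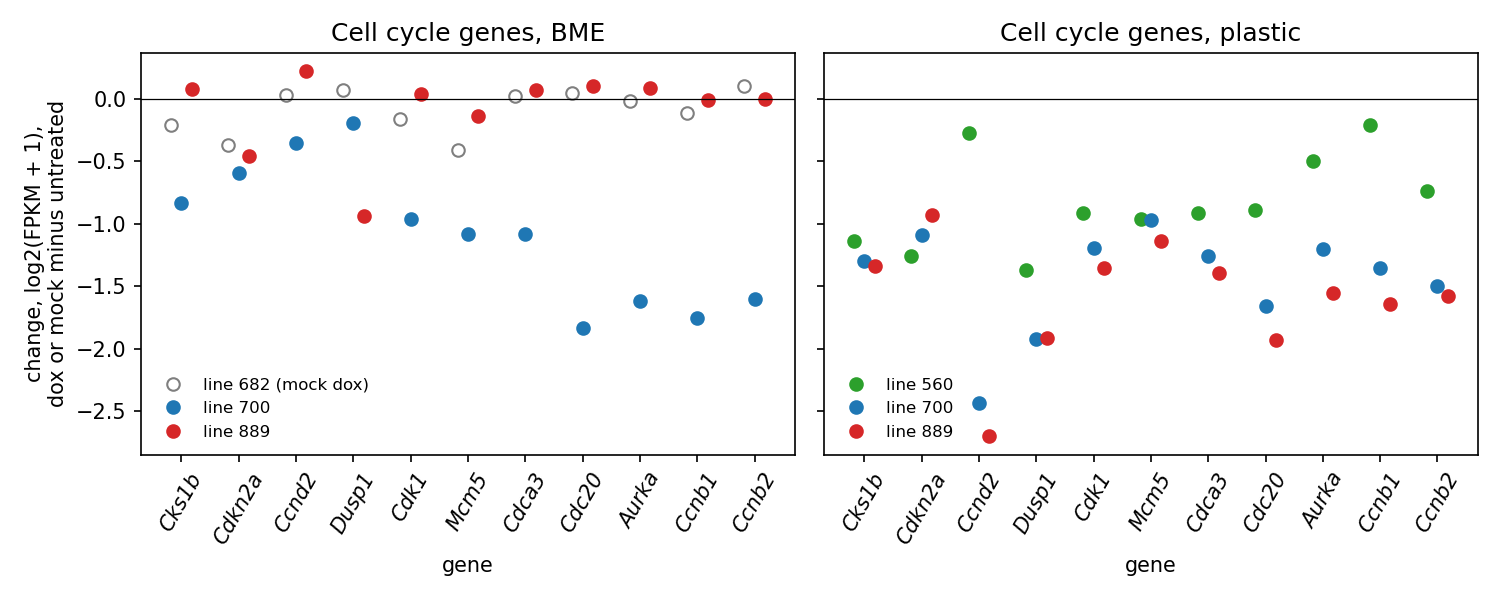
Change of the 11 cell cycle genes (horizontal axis) with dox or mock against the untreated library of the same line (vertical axis, log2(FPKM + 1)), in BME and on plastic; each point is 1 organoid line and open points are the mock pair. All points lie below 0 on plastic, and in BME those of line 700 lie below 0 while those of line 889 lie on both sides.

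Whether the dox change itself differed between BME and plastic was tested as an interaction over 11977 genes. No gene passed (0 called, 303 at an unadjusted p under 0.05). By gene permutation the TGFβ list moved further up on plastic (NES 1.81, adjusted p 0.00265), the MYC (-2.34, 0.00138) and G2/M (-1.63, 0.0107) lists moved further down and the WNT list moved relatively up (1.74, 0.0107). The G1/S (0.54, adjusted p 0.996) and matrix (-1.19, adjusted p 0.223) lists did not differ. With the line as a block the G1/S list reversed to -1.58 (adjusted p 0.0153). None of the 6 differences passed with fry, where the lowest adjusted p was 0.817 and 0 passed at an unadjusted p. With the line as a block in fry the lowest adjusted p was 0.185, for the TGFβ and WNT lists. In lines 700 and 889 alone, the lines present in both environments, the TGFβ (1.35) and WNT (1.39) differences no longer passed and the G1/S list reversed to -1.92 (adjusted p 0.000771).

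The mock library was compared with untreated line 682 over the genes called on plastic, each signed by its direction there. The signed median change of the 4 genes was 0.58 in the mock pair, 1.10 in line 700 and 3.43 in line 889. In the mock pair 2 of the 4 genes moved the same way (Fcer2a and Pax9), in the dox lines all 4. The mock value lay above 99.9% of 10000 random lists matched on mean expression, as a description of 1 library against 1. Over 250 genes from the authors' deposited table for plastic, the signed median was 0.25 in the mock pair, with 180 of 250 genes moving the same way, against 0.35 in line 700 and 0.71 in line 889.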

Values the study reported

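The study compared vehicle (n = 4) with dox (n = 2) libraries in BME and reported 278 regulated genes, 163 of them upregulated and 115 downregulated. On plastic it reported 997 regulated genes, of which 641 were upregulated and 356 downregulated. The criterion stated in its methods is an adjusted p under 0.05 and an absolute log2 fold change over 1.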

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

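The interaction tests and their fit in lines 700 and 889 alone were fixed before the data were examined. The other tests in this part were chosen after the results they concern had been seen.

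In the 4 BME control libraries, 3 of 36 tested values had 1 library set apart from the others, where 1.8 are expected by chance at the critical value of Dixon's test for the gap divided by the range. Edn1 was set apart in untreated line 682 (55.3 FPKM, gap over range 0.942). The mock library of the same line was at 24.7 FPKM, so the level did not follow the line in both of its libraries, but that library is labelled mock dox, and 1 library cannot exclude a line difference. Pmepa1 was set apart in untreated line 700 (37.6 FPKM, 0.836). On plastic, untreated line 700 was at 110 FPKM, between lines 560 (99.5 FPKM) and 889 (145 FPKM). The mean of the TGFβ list was also set apart in untreated line 700 (4.89, gap over range 0.862). On plastic it was 4.93 in untreated line 700, against 4.91 in line 889 and 4.44 in line 560. For each of these, a property of the line and variation of a single library cannot be told apart, since each line has 1 untreated library per environment.

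The dox change of 4 lists differed between plastic and BME by gene permutation, at 1.81 (TGFβ), -2.34 (MYC), -1.63 (G2/M) and 1.74 (WNT). Removing trends with transcript length and GC content left scores of 1.81, -2.24, -1.83 and 1.57, each still past the threshold, which argues against such trends as the whole cause. The environments also differ in their lines, since line 560 was grown on plastic and line 682 in BME. In lines 700 and 889 alone the MYC (-1.52) and G2/M (-2.47) differences still passed by gene permutation, but they came from line 889. The mean change of the G2/M list differed between environments by -1.06 in line 889 and -0.05 in line 700, and that of the MYC list by -0.18 and 0.00, so neither difference was larger than the spread between the lines (SD 0.71 and 0.13, n = 2). The TGFβ (1.35) and WNT (1.39) differences did not pass there, with fewer libraries, but the differences of their mean changes were larger than the spread between the lines. These were 0.38 in line 700 and 0.37 in line 889 for WNT (SD 0.01, n = 2), and 0.09 and 0.33 for TGFβ (SD 0.17, n = 2). For WNT this speaks against the differing lines, without passing a test. The differing lines stay open for all 4 lists, since no list both passed in the shared lines and was larger than the spread between them. Variation between libraries that the genes of a list share also stays open for all 4 lists, since fry gave an adjusted p of 0.817 for each, and with the line as a block at least 0.185. The matrix itself is the biological explanation that the design names, and it was not separated from these. Smad4 also rose by more on plastic than in BME, by 2.26 against 1.28 (log2) in line 700 and 3.12 against 1.97 in line 889. The larger Smad4 rise was not separated from the matrix either.

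Skil was lower in both dox lines in BME and higher in all 3 on plastic, a difference of 1.02. The difference did not pass as an interaction (limma adjusted p 1.0, unadjusted p 0.0717), and variation between libraries cannot be told apart from an effect of the matrix, as the BME changes were only -0.02 and -0.21. D17Ertd648e met the same description at first, with a difference of -3.1, and was set aside after it had been seen because its mean in BME is under the FPKM filter.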

How the results depend on the processing

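The alternatives named in this part as added were chosen after the data had been seen. Of the comparisons between arms and environments, 116 results under other settings kept their direction and side of the threshold, or stayed within 1.5 times the count, while 32 became weaker, 3 became stronger, 4 reversed and 14 counts moved further. Among single genes, 155 did so and 4 became weaker. When 1 library was left out, 69 of the former held, 1 became weaker, 5 became stronger, 3 reversed and 14 counts moved. Among single genes 103 held, 13 became weaker and 3 became stronger. BME fits of Smad4 and single genes without a dox library have no adjusted p and were counted as held by direction alone. Pmp22 is among them, although its change fell from 4.25 to 1.04 without dox line 889. The genes named by the rule in BME passed in none of these fits, so for them held means not passing.

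In BME the 3 calls became 1 with a pseudocount of 0.1 (lower, 0 of them shared) and 1 with limma-voom, which was added. They became 0 with a mean FPKM of at least 2 (99 at an unadjusted p), since that filter leaves out all 3 called genes. They also became 0 with the line as a block (157) and with the untreated libraries alone as control (133). The count was 0 too with the mock library counted with dox (91), which was added. The authors' deposited table holds 30. Without any 1 control library the count was from 0 to 0 (75 to 268 at an unadjusted p). On plastic the 4 calls became 10 with a pseudocount of 0.1 (5 higher, 5 lower), 0 without a filter on low values (383 at an unadjusted p), 7 with the line as a block and 10 with limma-voom (3 higher, 7 lower, of which 4 have identical FPKM in each library). The authors' deposited table holds 356. Leaving out 1 library gave from 0 to 55. At an unadjusted p, which was added, the authors' deposited table holds 270 genes for BME and 997 for plastic. Apart from the minimum mean FPKM of 2 in BME and the settings with fewer libraries, the cause was not tested.

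With fry, the adjusted p of the lists that had passed was 0.336 for TGFβ, G1/S, G2/M and WNT and 0.391 for MYC in BME, and 0.284 for TGFβ, G1/S and G2/M and 0.0557 for MYC on plastic. With the line as a block in fry, which was added, it was 0.161 for TGFβ and WNT, 0.357 for G2/M, 0.376 for G1/S and 0.444 for MYC in BME, and 0.161 for each of the 4 on plastic. In camera with an estimated correlation, which was added, it was 0.41 for TGFβ and MYC, 0.394 for G1/S and G2/M and 0.351 for WNT in BME, and 0.351 for TGFβ, G1/S and G2/M and 0.246 for MYC on plastic. A gene permutation takes genes as independent and these tests do not. With signal-to-noise of log2 values, MYC (-1.12) and WNT (-1.26) in BME no longer passed and the matrix list on plastic did (1.65). The matrix list on plastic also passed with a moderated ranking (1.54) and the line as a block (1.63). WNT in BME no longer passed with the mock library counted with dox (-1.49), and on plastic it reversed with a mean FPKM of at least 2 (-0.546). The cause was not tested.

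In BME the calls, lists and cell cycle genes were not run without a dox library, since 1 would be left in that arm, so these ranges do not cover the dox lines, which differed (-0.90 and -0.08 for the G2/M list). Across the 4 fits that each left out 1 control library in BME, the WNT list ranged from -1.85 to -1.51, and on plastic, without each of the 6 libraries in turn, from -1.18 to 1.51, with -0.723 without untreated line 700. Over the same fits the matrix list ranged from -1.35 to 1.63 in BME and from 1.22 to 1.45 on plastic. The Smad4 change on plastic ranged from 2.99 to 3.98, and the cell cycle genes past the threshold over the list alone from 1 to 11 of 11. The cause was not tested.

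The difference between environments reversed for the G1/S list with the line as a block (-1.58), a pseudocount of 0.1 (-0.586) and lines 700 and 889 alone (-1.92). In those lines the TGFβ (1.35) and WNT (1.39) differences no longer passed. The cause was not tested.

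On plastic, 3 against 3 libraries make 10 splits, so no share under 0.1 can be reached. As many called genes, as many cell cycle genes and as large a MYC score came from 1 of the 10 splits, the real one. For TGFβ, G1/S and G2/M it was 2 of 10, for the matrix list 5 and for WNT 10. Among the 4 splits that part every pair of a line, the numbers were 1 for calls, cell cycle genes, MYC, G1/S and G2/M, 2 for TGFβ and the matrix list, and 4 for WNT. The number of splits fixes this limit, so these numbers by themselves decide nothing about dox. Depth limits the BME calls, since 2 of the 3 rest on 1 rebuilt read per dox library.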

Other observations

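All tests in this part were chosen after the results they concern had been seen, and for the mock library some were defined again after a first result.

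The mock library shared many changes of the dox lines although Smad4 changed by only 0.19 in its pair. Of 68 genes that rose by over 1 in both dox lines in BME, 37 also rose in the mock pair (54.4%) and 2 fell, against 1.29% of all genes that rose. Of 44 that fell, 21 also fell (47.7%) and 4 rose. These genes were selected on the dox lines and not on the mock pair. Of the 30 genes called in the authors' deposited table for BME, only 3 also changed by over 1 the same way in the mock pair. That table counts the mock library as a control, which selects against genes that change in it. The share of rises was 54.3% after trends with transcript length and GC content were removed, and 54.3% among genes with at least 100 rebuilt reads, which argues against both as the whole cause.

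RNA of an induced library in the mock library was looked for first through genes absent in untreated line 682. These implied 16.3% of the line 700 library (quartiles 0.657 to 87.8, 14 genes), which decided nothing, and 0.0% of the line 889 library. The genes were then redefined as those at least 4 times higher in both libraries of a line than in untreated line 682. These implied 2.21% of line 700 (upper quartile 10.2, 48 genes) and 0.0% of line 889 (upper quartile 2.91, 92 genes), where the shared rises would need 70.5% and 67.3%. The first set was too spread to decide for line 700, and the later one argues against such RNA as the source of the shared rises for both lines. Id1 was at 104 FPKM in the induced line 700 library and at 6.24 FPKM in the mock library, below untreated line 682 (8.94 FPKM). The upper quartile of 10.2 also argues against the mock library being line 700 or 889 under another label. The first measure of identity was the correlation across genes with each untreated library, for which over 0.5 had been asked. It was 0.478 with line 682, 0.117 with line 700 and -0.437 with line 889, so it did not reach that limit.

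A list of 26 stress response genes was first tested in the mock pair, where it rose as a response to dox through the integrated stress response would need (median 0.246, above all random lists, 19 of 26 genes higher). It was tested next in the 5 dox pairs. Their mean was -0.224, and 0 of 5 were above the range of random lists. In BME the median lay within that range, at -0.0387 in line 700 and -0.0744 in line 889. On plastic it lay below the range, at -0.602, -0.121 and -0.286 in lines 560, 700 and 889. The stress list may thus mark the mock pair, but it does not carry the changes that this pair shares with the dox lines.

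Doxycycline or handling without SMAD4 is a candidate explanation of the shared changes. On plastic 53 of the 58 shared genes were kept, and their signed median change was 1.16, which both dox and SMAD4 would give. Weak induction of SMAD4 in the mock library (0.19) is not excluded by 1 library, although Id1 (-0.46) and Smad7 (0.00) did not rise there. These cannot be told apart. The study's methods name a mock plasmid as the counterpart of the SMAD4 construct, which would make the library dox without the construct, but its genotype label names the construct. Whether reads of the construct are all assigned to mouse Smad4 was not established here either.

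On plastic the line 560 pair stood apart. Its changes had a mean rho across genes of 0.105 with the other lines, against 0.605 between lines 700 and 889, and genes are not independent replicates. They followed transcript length (rho 0.467) and GC content (-0.432). After these trends were removed the mean rho was 0.276, against 0.597, so by rho the trends account for part of the gap and not all of it. By Pearson's r across genes, line 560 then stood at 0.468 with line 889 and 0.317 with line 700, against 0.529 between lines 700 and 889, so by r the gap to line 889 was small. No biological explanation was tested.

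In the authors' deposited table, 997 genes on plastic and 270 in BME pass the minimum change at an unadjusted p under 0.05, and 356 and 30 at an adjusted p. The total the study reports for plastic equals the unadjusted one, and that for BME lies near it, although its methods state an adjusted p. The own limma fits called 4 and 3 genes, and 449 and 124 at an unadjusted p with the same minimum change. All are lower than the study reports, by less on the unadjusted basis.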
